A study of Homo sapiens with 12 samples.

How the data were processed

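The study measured the transcriptome of MiaPaCa-2, an established human pancreatic cancer cell line, after transfection of small interfering RNAs (siRNAs), short duplexes that direct the degradation of a matching transcript. The 4 groups, named from the genotype and title given for each sample, were siControl, siSLC25A1, siACLY and siACO1, with 3 replicates each, 12 libraries in all. Per the labels' protocols, total RNA was treated with DNase, transcripts with a poly(A) tail were captured on oligo-dT beads and fragmented, and cDNA was primed with random hexamers. The siRNA sequences, the number of siRNAs per target, the nutrient condition at harvest and the time after transfection are not stated in the labels.

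The authors deposited 1 table of read counts per gene, with whole numbers that were not normalized and 1 column for each library, per the file headers and the values. The aligner, the counting tool, the genome build, the annotation release and whether counting used the strand are not stated in the labels or the headers. The table listed 70116 versioned Ensembl gene identifiers, of which 32582 had counts in at least 1 library. Symbols were taken from a separate table of gene names, which matched 62700 of the identifiers (89.4%); the unmatched identifiers held between 0.119% and 0.148% of the counts of a library and stayed in the totals and tests. Genes without a symbol are given by their identifier. Places in the genome are those of GENCODE release 29 on GRCh38, which may differ from the build and annotation behind the counts.

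Library totals ran from 24159424 to 43792811 counts. Genes were kept with edgeR's filterByExpr at its default settings, which left 16197 genes, and libraries were scaled by trimmed mean of M values (TMM). Because the counting is relative to each library's total, a change in the RNA content of the cells would not be seen. Counts were fitted in edgeR 4.0.16 (R 4.3.3) with a robust quasi-likelihood model of all 12 libraries and the 4 groups, without a block, leaving 8 residual degrees of freedom; the common biological coefficient of variation was 4.89%. Each knockdown was compared with siControl, and the knockdowns with each other, by two-sided quasi-likelihood F tests with Benjamini-Hochberg adjustment over the genes tested, and a gene was called at an adjusted p under 0.05. All adjusted p-values of single genes are from this edgeR fit unless another tool is named. The SE given with a log2 fold change is its absolute value divided by the square root of the F statistic. It is therefore only approximate, and for large changes at low counts it can be smaller than the sampling error. Levels are TMM-scaled CPM, given as mean ± SD over 3 libraries.

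The 10 gene lists (cell cycle, cholesterol synthesis, fatty acid synthesis, ferroptosis promoters, ferroptosis suppressors, integrated stress response, interferon response, iron handling, NRF2 targets, and TCA cycle and citrate) were written before the data were examined and contain none of the 3 targets. They held 185 different tested genes, of which 16 were in more than 1 list. Each list was tested in each knockdown against siControl with camera (limma 3.58.1) at a preset correlation of 0.01 between genes, adjusted over the 30 tests. Camera with an estimated correlation and the fry rotation test were the alternatives. The same test for the 3 comparisons between knockdowns was added after the data had been seen.

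The genes named in the text follow a rule that was also set beforehand. They are the 3 targets; for each knockdown the 4 largest rises and the 4 largest falls among called genes with a mean of at least 5 CPM in the higher group and all 3 knockdown libraries outside the range of the 3 controls; for each list with an adjusted camera p under 0.05, the 3 called members with the largest change; and GPX4, SLC7A11, ACSL4, TFRC, FTH1 and AIFM2, from the ferroptosis question in the series title. Any other name was chosen after its values were seen, and the text says so. A gene chosen by this rule is not reported here.

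A named gene was treated as uncertain where at least 20% of its exon bases overlapped another gene on either strand, or where at least 20% of the 31-base stretches of its transcripts also occurred in transcripts of genes elsewhere in the genome, since the rules of the authors' counting are not known. This applied to 8 of the 64 named genes, namely FTH1, FTL, LPCAT3, DDIT3, CCNE2, NGFR, RRM2 and NFE2L2.

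The scripts were tested on counts simulated from the means and library sizes of the real genes. Of 97 simulated genes with a 2-fold change 80.4% were called, of 98 with a change of 0.5 on the log2 scale 66.3% were called, and of 15380 unchanged genes 9 were called. DESeq2 called 76.3% of the 97 genes with a 2-fold change. The 1 list that was shifted in the simulation was called, and none of the 9 unshifted lists was.

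Because the 3 comparisons with siControl share their controls, 100 data sets with unchanged groups and shared controls were simulated to give the overlap and correlation that arise without any effect. The alternatives tried were median-of-ratios size factors, library totals without scaling factors, the DESeq2 1.42.0 Wald test, no filter beyond a count above 0, a minimum of 10 counts in every library, a fit of only the 6 libraries compared, the replicate number as a block, a minimum absolute log2 fold change of 1, and each library left out in turn. Library totals for the gene lists were added after the data had been seen. Other splits of the 6 libraries of a comparison into 3 and 3 were fitted in the same way.

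For the sequence analysis, the longest 3' UTR of each protein-coding gene was taken from GENCODE release 29, with a minimum of 50 bases, which gave a sequence for 11790 genes, or 98.6% of the 11957 tested protein-coding genes. The log2 fold change, with extreme values limited, was regressed on the presence of each heptamer with terms for UTR length and GC content, for the 15917 heptamers present in at least 100 genes, and the resulting z values were compared with those of 100 permutations of the genes. The procedure recovered a heptamer effect planted in permuted data. For the comparison of sites in the 3' UTR with sites in the coding sequence alone, chosen after the data had been seen, the genes were divided at random into equal parts, a choosing part and a testing part, 100 times. The heptamer with the lowest z was taken from the choosing part, and the fold changes were compared in the testing part by 1000 permutations. GC content and length of the longest transcript were known for 94.9% of the tested genes. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps and for the figures.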

Results

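RNA from MiaPaCa-2 cells was profiled after knockdown of 3 genes of citrate handling. SLC25A1 encodes the carrier that exports citrate from mitochondria, ACLY encodes ATP citrate lyase, which splits cytosolic citrate into acetyl-CoA and oxaloacetate, and ACO1 encodes cytosolic aconitase, which turns citrate into isocitrate and, without its iron-sulfur cluster, binds iron-responsive elements in transcripts. The series title places the question in the protection of pancreatic cancer cells from ferroptosis, a form of cell death driven by iron-dependent lipid peroxidation. The labels give no nutrient condition, so the comparisons are of each siRNA with the control siRNA and of the siRNAs with each other. Each group had 3 libraries. Totals ran from 28641881 to 36466251 counts in siControl, from 24336768 to 29206149 in siSLC25A1, from 25438086 to 43792811 in siACLY and from 24159424 to 31315425 in siACO1, and between 22595 and 24960 genes had counts in a library.

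Replicates were compared before they were averaged. Pearson correlations of log2 CPM across genes lay between 0.991 and 0.994 for the 12 pairs of replicates. The chi-square per degree of freedom between replicates ran from 2.31 to 12.52, above the value of 1 that sampling noise alone gives. Replicates were therefore not 1 library sequenced again, and every library was counted as a replicate. The values do not show whether replicates came from separate transfections. If they did not, the SDs and p-values measure only the spread within 1 transfection. The first principal component (27.8% of the variance) set siACO1 apart from the other groups, the second (21.8%) set siACLY apart, and the third (10.6%) separated siControl from siSLC25A1. The fourth (6.3%) separated siACO1 replicate 3, with a score of 27.09, from siACO1 replicates 1 and 2, with scores of -15.14 and -10.67. The chi-square per degree of freedom of that library against its replicates was 11.83 and 12.52, while replicates 1 and 2 of siACO1 differed by 2.31. Its deviation from the other 2 libraries fell with transcript length (Spearman's rho -0.462 across 11594 genes, which are not independent replicates).

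The targeted transcripts were examined first. SLC25A1 (ENSG00000100075.10; chromosome 22, 19175575 to 19178830, minus strand) was at 134 ± 0.691 CPM (SD, n = 3) in siControl and at 11.7 ± 1.18 CPM in siSLC25A1, which is 8.78% of control (log2 fold change -3.51, SE 0.06, adjusted p 1.52e-26). ACLY (ENSG00000131473.17; chromosome 17, 41866908 to 41930542, minus strand) fell from 499 ± 7.55 to 36.1 ± 0.504 CPM in siACLY, or 7.25% of control (log2 fold change -3.79, SE 0.04, adjusted p 4.15e-32). ACO1 (ENSG00000122729.19; chromosome 9, 32384603 to 32454769, plus strand) fell from 45 ± 1.57 to 1.68 ± 0.331 CPM in siACO1, or 3.75% of control (log2 fold change -4.74, SE 0.09, adjusted p 2.43e-25), from between 39 and 63 counts per library. All 3 are protein-coding genes, and the coordinates are those of GENCODE release 29 on GRCh38. In the groups where they were not targeted, SLC25A1 was at 98.0% and 93.8% of control in siACLY and siACO1, and ACLY was at 98.3% and 101% in siSLC25A1 and siACO1, with adjusted p-values between 0.141 and 0.733. Without siACO1 replicate 3 the log2 fold change of SLC25A1 in siACO1 was -0.15 against -0.09 and was past the threshold (adjusted p 0.00415). ACO1 was at 95.3% of control in siSLC25A1 (adjusted p 0.452) and at 112% in siACLY (adjusted p 0.0239). The call of ACO1 in siACLY was lost without siControl replicate 1 or 2 or without siACLY replicate 1 or 2, where the log2 fold change was 0.14 to 0.15 against 0.17, and without a filter (0.16). Over the 13 alternative settings tried, the log2 fold change of SLC25A1 in siSLC25A1 ranged from -3.59 to -3.44, that of ACLY in siACLY from -3.80 to -3.74, and that of ACO1 in siACO1 from -4.92 to -4.62.

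**Figure D1:**
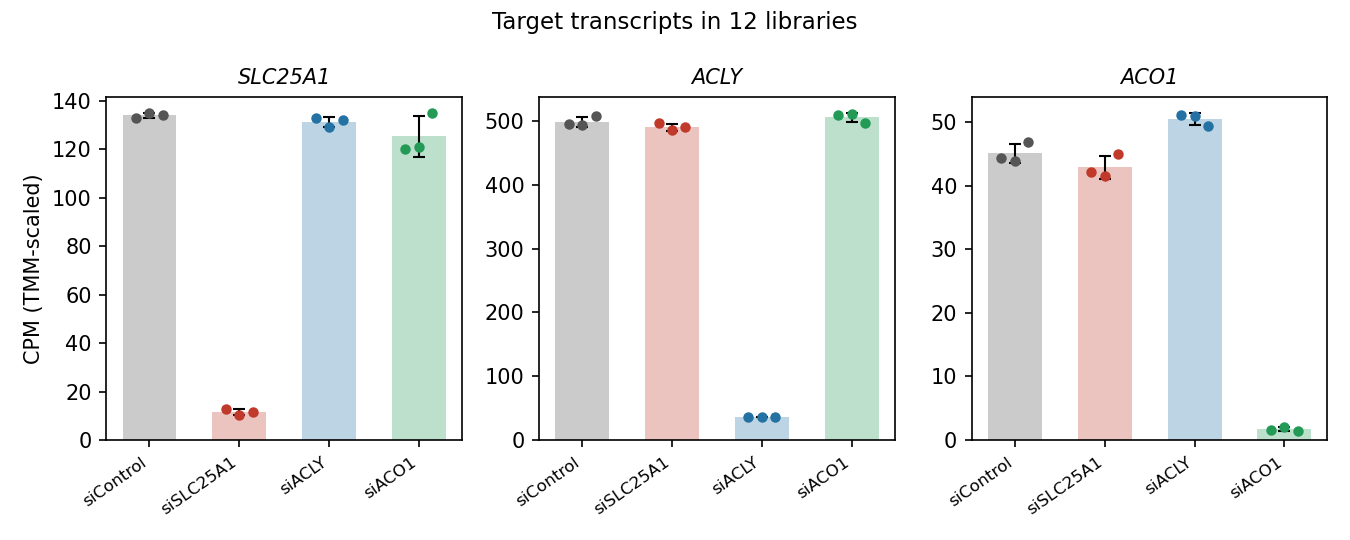
TMM-scaled CPM (y axis, linear from 0) of SLC25A1, ACLY and ACO1 in the 4 siRNA groups (x axis), with a point per library, a bar at the mean and a whisker of 1 SD (n = 3). Each transcript was reduced in the group named after it, to 8.78%, 7.25% and 3.75% of control.

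Knockdown of SLC25A1 changed 3173 of 16197 tested genes (19.6%), 1672 of them higher and 1501 lower. The median absolute log2 fold change of the called genes was 0.28, and the setting that moved the count most, a minimum absolute log2 fold change of 1, left 170 genes, 86 higher and 84 lower. The largest rises were those of OASL (log2 fold change 2.73, SE 0.19, adjusted p 5.67e-12, from 0.897 ± 0.159 to 6.06 ± 0.854 CPM), ARHGAP31 (2.06, with 1 AACTAAC heptamer in its 3' UTR), ADAMTS4 (1.86) and HBEGF (1.57). Across genes AACTAAC went with lower expression in siACO1 (z -8.64) but not in siSLC25A1 (z 0.77). The largest falls were those of CES3 (-1.37, SE 0.16, adjusted p 1.12e-07; 5.67 ± 1.12 to 2.2 ± 0.17 CPM), FBXO2 (-1.33), MATK (-1.25) and FRRS1 (-1.18). CES3 and FBXO2 went the other way in siACO1, with log2 fold changes of 0.67 and 1.24, and the difference between siSLC25A1 and siACO1 had adjusted p-values of 4e-12 and 1.54e-10.

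Knockdown of ACLY changed 5944 genes (36.7%), 2977 higher and 2967 lower, of which 589 changed at least 2-fold, 471 higher and 118 lower. The share of higher genes among the calls was 50.1%, and it was 61.0% when libraries were scaled by their totals alone, which moved the median of all genes by 0.043 on the log2 scale, from 0.008 to 0.051. The largest rise was that of ENSG00000234537.1, an unprocessed pseudogene on chromosome 9 (92132398 to 92138629) with 14.9% of its 31-base stretches shared with 1 other gene, from 0.248 ± 0.102 to 5.22 ± 0.427 CPM (log2 fold change 4.37, SE 0.27, adjusted p 2.88e-13). FOSB (3.30), NGFR (2.78) and TSC22D3 (2.57) followed; 27.1% of the exon bases of NGFR overlap a gene on the other strand, so its count is uncertain. The largest falls were those of ARHGEF40 (-1.66), ZNF467 (-1.56), FURIN (-1.33, SE 0.06, adjusted p 5.16e-17; 73.7 ± 4.73 to 29.2 ± 1.40 CPM) and BCL3 (-1.33).

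Knockdown of ACO1 changed 6008 genes (37.1%), 2876 higher and 3132 lower, of which 594 changed at least 2-fold, 345 higher and 249 lower. The share of higher genes was 47.9%, and 59.5% with library totals alone, under which the median of all genes was 0.055 against 0.006. FOSB rose most (log2 fold change 4.40, SE 0.20, adjusted p 1.35e-11; 1.10 ± 0.209 to 23.5 ± 4.43 CPM), before FOS (2.66), TMEM59L (2.42) and MEIS3 (2.40). FOSB was also higher in siSLC25A1 (2.16, adjusted p 4.89e-06), and its level differed between each pair of knockdowns (adjusted p 4.96e-05 or lower). Among the largest falls were those of PCGF5 (-2.05), ENSG00000248187.1 (-2.03; a long intergenic RNA on chromosome 4, 128567972 to 128570531) and CLIC4 (-1.99, SE 0.04, adjusted p 6.04e-25; 363 ± 6.55 to 91.3 ± 2.51 CPM). The 3' UTR of CLIC4 carries 1 AACTAAC and 1 TCTACGT, 2 heptamers whose presence went with lower expression in siACO1 across genes.

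The knockdowns were also compared with each other, in contrasts that do not involve the controls. SiSLC25A1 and siACLY differed in 5472 genes, 2837 of them higher in siSLC25A1. The share higher in siSLC25A1 was 51.8%, and 41.0% with library totals alone. Between siSLC25A1 and siACO1 6823 genes differed, 3536 of them higher in siSLC25A1 (51.8%, and 42.2% with library totals alone). Between siACLY and siACO1 also 6823 differed, with 3469 higher in siACLY (50.8%, and 49.8% with library totals alone). At least 2-fold differences were found for 539, 879 and 848 genes in the same order. By these counts siSLC25A1 lay nearer to siControl than to either of the other knockdowns.

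The calls against siControl were then set against each other. SiSLC25A1 and siACLY shared 1889 called genes, of which 1577 (83.5%) changed in the same direction. SiACLY and siACO1 shared 3046, with 2281 (74.9%) in the same direction, and siSLC25A1 and siACO1 shared 1740, with 1036 (59.5%) in the same direction and 704 in opposite directions. In 100 simulations of unchanged groups with the same controls, at most 1 gene was called in both comparisons in the same direction, so these shares among called genes have no simulated counterpart. Over all tested genes the share with the same sign was 64.1% for siSLC25A1 and siACLY, 55.5% for siSLC25A1 and siACO1 and 62.0% for siACLY and siACO1, below the simulated means of 66.2%, 66.0% and 66.3% from shared control noise alone. Across all tested genes, which are not independent replicates, Pearson's r of the log2 fold changes was 0.420 for siSLC25A1 and siACLY, 0.189 for siSLC25A1 and siACO1 and 0.379 for siACLY and siACO1, against simulated means of 0.476, 0.472 and 0.484 from shared control noise alone. The covariance of the fold changes, which unlike r does not shrink when each knockdown has effects of its own, was 0.0695, 0.032 and 0.081, or 3.41, 1.57 and 3.98 times the simulated 0.0204. Genes higher in all 3 knockdowns numbered 309, genes lower in all 3 numbered 345, and 459 were called in all 3 without a common direction, out of 9563 called in at least 1.

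Of the 10 gene lists, 4 differed from the other genes in siSLC25A1, all towards higher expression, by camera with adjustment over 30 tests. The interferon response list had a median log2 fold change of 0.38 over 20 tested genes (adjusted p 2.76e-06; 17 of 20 higher), which was 0.64 without siControl replicate 2 and 0.25 without siSLC25A1 replicate 2. The integrated stress response list, made of targets of the transcription factor ATF4 and of its pathway, had a median of 0.18 (adjusted p 9.08e-06; 19 of 24 higher), ferroptosis promoters 0.13 (0.00444; 14 of 18 higher) and cell cycle genes 0.12 (0.000367; 26 of 30 higher). The cell cycle median was 0.06 without siSLC25A1 replicate 1, and that list was then no longer called. Only the interferon response list was also called with an estimated correlation, and the calls of 3 of the 4 lists held under fry, with cell cycle as the exception. The called members in the interferon response list were 9 among all genes and 11 adjusted over the list alone. For the integrated stress response they were 13 and 15, for ferroptosis promoters 8 and 12, and for the cell cycle 11 and 11. The remaining lists were not called in siSLC25A1, with medians of 0.03 for cholesterol synthesis, 0.04 for ferroptosis suppressors, -0.01 for iron handling, -0.02 for TCA cycle and citrate, -0.03 for fatty acid synthesis and -0.10 for NRF2 targets. Of these, NRF2 targets were called without a filter on genes (adjusted p 0.007), and cholesterol synthesis (0.0183) and iron handling (0.00365) under fry. Among the members with the largest changes, OAS2 and IFIH1 rose by 1.71 and 1.47 on the log2 scale from 0.225 and 0.505 CPM, and TRIB3 by 0.62, ATF3 by 0.58, HMOX1 by 0.62 and ALOXE3 by 0.54. DDIT3 rose by 0.63 and RRM2 by 0.37, and LPCAT3 fell by 0.52; the counts of these 3 genes are uncertain because their exons overlap other genes. MKI67 (0.44) and CENPF (0.34) completed the cell cycle genes. Several of these calls depended on single libraries. That of MKI67 was lost without each siControl library and without siSLC25A1 replicate 1 or 2 (log2 fold change 0.39 to 0.47), and that of CENPF without siControl replicate 1 or 3 or siSLC25A1 replicate 1 (0.32 to 0.33). The call of ALOXE3 was lost without each siControl library and without siSLC25A1 replicate 1 or 2 (0.43 to 0.61), and that of OAS2 without siControl replicate 1 (1.53) or siSLC25A1 replicate 3 (1.30). The 3' UTRs of MKI67 and ALOXE3 each carry 1 TCTACGT heptamer. Across genes its presence went with lower expression in siACO1 (z -7.34) but not in siSLC25A1 (z 0.47).

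In siACLY 5 lists were called. Interferon response genes were higher (median 0.88, adjusted p 5.74e-07; 18 of 20 higher), as were integrated stress response genes (0.34, 5.74e-07; 18 of 24), cholesterol synthesis genes (0.31, 1.03e-05; 18 of 21) and, with members on both sides, ferroptosis promoters (0.02, 0.0108; 10 of 18). Leaving out siACLY replicate 2 brought the last median to 0.00, so that list has no common direction, and without a filter on genes it was not called (adjusted p 0.255). Cell cycle genes were lower (-0.22, 1.39e-07; 28 of 30 lower). The interferon response median was 0.55 with a minimum of 10 counts in every library and 1.09 without siControl replicate 2. All 5 calls held under fry, and those of cholesterol synthesis and interferon response held with an estimated correlation. Called members among all genes and adjusted over the list alone were 14 and 16 for the interferon response, 20 and 21 for the integrated stress response, 14 and 16 for cholesterol synthesis, 10 and 10 for ferroptosis promoters and 21 and 22 for the cell cycle. MSMO1 (0.86), HMGCS1 (0.60), SC5D (0.58), NUPR1 (1.76), TRIB3 (0.89), ALDH1L2 (0.86), HMOX1 (1.49, SE 0.07, adjusted p 2.89e-15) and ALOXE3 (1.80) were the members with the largest rises, with OAS2 (2.38), OASL (2.29) and IFIH1 (1.58). PCNA (-0.90), CCNE2 (-0.74; 37.1% of its exon bases overlap another gene) and CDC6 (-0.61) had the largest falls. Medians of the lists not called were -0.05 for ferroptosis suppressors, -0.05 for TCA cycle and citrate, -0.07 for fatty acid synthesis, -0.09 for iron handling and -0.12 for NRF2 targets. The fatty acid synthesis list was called without siControl replicate 1 (median -0.09, adjusted p 0.00987), without a filter on genes (0.0449) and under fry (0.00358). Iron handling was called without a filter (0.0106) and under fry (0.00336), as were NRF2 targets (0.00343 and 0.0226).

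In siACO1 7 lists were called, 6 of them lower. The integrated stress response list had the lowest median (-0.43, adjusted p 1.93e-15; 22 of 24 lower), followed by NRF2 targets (-0.28, 3.62e-06; 17 of 21), ferroptosis suppressors (-0.23, 0.00388; 13 of 19), iron handling (-0.18, 0.000558; 15 of 18), ferroptosis promoters (-0.14, 0.00638; 14 of 18) and cell cycle (-0.13, 0.032; 18 of 30). Cholesterol synthesis genes were higher (0.15, 0.00199; 15 of 21 higher), with a median of 0.24 without siControl replicate 3. The cell cycle call was lost without siControl replicate 2 (median -0.12), without siACO1 replicate 3 (-0.11), with a minimum of 10 counts in every library (-0.12), under library totals (-0.08) and under fry. The other 6 calls held under fry, and those of iron handling and cholesterol synthesis held with an estimated correlation. Called members among all genes and adjusted over the list alone were 20 and 21 for the integrated stress response, 12 and 12 for NRF2 targets, 12 and 13 for ferroptosis suppressors, 11 and 11 for iron handling, 13 and 14 for ferroptosis promoters, 16 and 16 for the cell cycle and 13 and 14 for cholesterol synthesis. PHGDH (-1.05, SE 0.06, adjusted p 8.04e-11; 271 ± 1.07 to 131 ± 5.91 CPM), ALDH1L2 (-0.99) and PSAT1 (-0.96) had the largest falls of the integrated stress response list. STEAP3 (-1.14), FTL (-0.61), EPAS1 (-0.80), ABCC2 (-0.73), OSGIN1 (-0.69), NFE2L2 (-0.64), ALOXE3 (-0.76), CDC6 (-0.62), MCM5 (-0.56) and MCM4 (-0.46) also fell, and GCH1 (1.38), NOX1 (0.98), MSMO1 (0.84), INSIG1 (0.52) and SC5D (0.49) rose. The counts of FTL, with 33.3% of its 31-base stretches found in genes elsewhere, and of NFE2L2, with 20.9% of its exon bases shared, are uncertain. NOX1 was near 0.417 CPM in siControl. The 3' UTR of ALOXE3 carries 1 TCTACGT, a heptamer whose presence went with lower expression in siACO1 across genes. The call of NOX1 was lost without siControl replicate 1 (0.93), siControl replicate 2 (0.88) or siACO1 replicate 2 (0.71), that of EPAS1 without siControl replicate 2 (-0.46), and that of ALOXE3 without siACO1 replicate 3 (-0.55). Interferon response (0.11), fatty acid synthesis (0.00) and TCA cycle and citrate (-0.09) were not called in siACO1. The last was called without siACO1 replicate 3 (median -0.13, adjusted p 0.0161) and without a filter on genes (0.00771). Under fry all 3 were called, with adjusted p-values of 0.00409, 0.0157 and 0.0112.

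**Figure D2:**
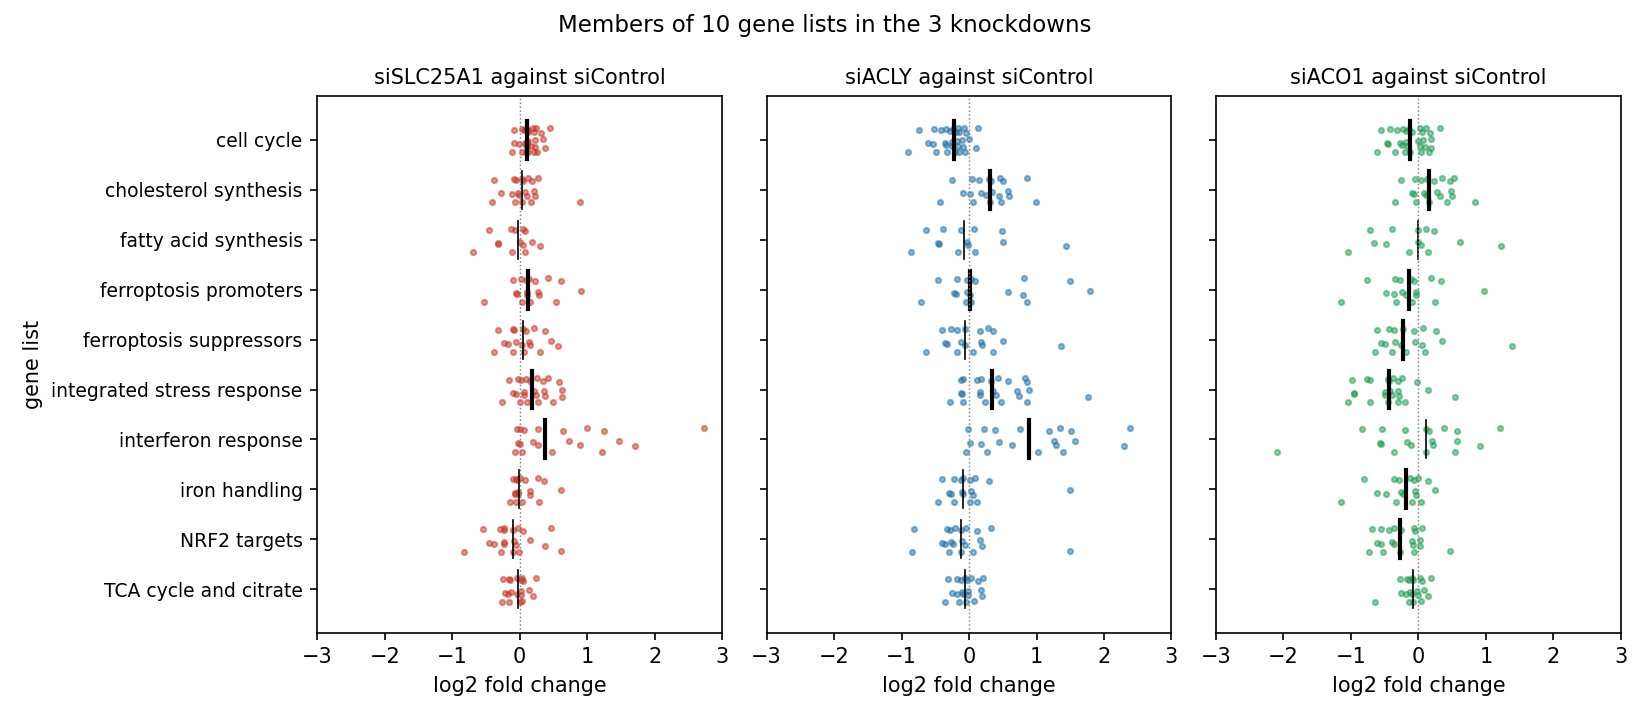
Log2 fold change (x axis) of each tested member (points) of the 10 gene lists (y axis) in the 3 knockdowns against siControl, with a vertical bar at the median of each list, drawn thick where the adjusted camera p was under 0.05. The integrated stress response median was 0.18 in siSLC25A1, 0.34 in siACLY and -0.43 in siACO1.

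The differences between knockdowns were tested directly for the lists, after the values against siControl had been seen. The integrated stress response list was higher in siSLC25A1 than in siACO1 (median 0.67, adjusted camera p 8.88e-23) and higher in siACLY than in siACO1 (0.72, 9.19e-31), and both calls held with an estimated correlation (0.0461 and 0.0215). It was not distinguished between siSLC25A1 and siACLY (-0.13, 0.0723). Cell cycle genes were higher in siSLC25A1 than in siACLY (0.38, 1.37e-18), a call that held under fry but not with an estimated correlation (0.105). Cholesterol synthesis genes were lower in siSLC25A1 than in siACLY (-0.23, 5.72e-05). Further calls did not hold with an estimated correlation (0.105 to 0.682). Against siACO1 these were cell cycle (0.27, 5.05e-05), NRF2 targets (0.13, 0.00331) and cholesterol synthesis (-0.04, 0.0289) in siSLC25A1. In siACLY they were cell cycle (-0.09, 0.0124), NRF2 targets (0.2, 0.00708) and iron handling (0.14, 0.0433). Iron handling was also higher in siSLC25A1 than in siACLY (0.09, 0.0368). Ferroptosis promoters were higher in siSLC25A1 (0.17, 5.05e-05) and in siACLY (0.22, 7.56e-06) than in siACO1. Both calls held with an estimated correlation (0.0141 each). Iron handling was higher in siSLC25A1 than in siACO1 (0.14, 0.000172), a call that held likewise (0.0169). Ferroptosis suppressors were higher in siSLC25A1 (0.14, 0.00331) and in siACLY (0.14, 0.0134) than in siACO1. Neither call held with an estimated correlation (0.105 and 0.147). The interferon response list was higher in siACLY than in siACO1 (0.61, 0.00389), a call that held under fry but not with an estimated correlation (0.0637), and its median was 0.13 for siSLC25A1 against siACO1 (0.114).

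Genes central to ferroptosis and iron uptake were followed in all groups. GPX4 (ENSG00000167468.20; chromosome 19, 1103926 to 1106791), the peroxidase that reduces lipid hydroperoxides, was at 281 ± 5.04 CPM in siControl and 249 ± 3.93 in siSLC25A1 (log2 fold change -0.17, SE 0.05, adjusted p 0.022), and at 219 ± 7.87 in siACLY (-0.36, SE 0.05, adjusted p 8.5e-06). The siSLC25A1 call is weak, since 5 of the fits that left out 1 library gave adjusted p-values of 0.0522 to 0.0916, with log2 fold changes of -0.18 to -0.16. In siACO1 it was at 296 ± 32.8 (0.07, adjusted p 0.292), a mean set by replicate 3 at 334 CPM beside 279 and 275, and without replicate 3 the log2 fold change was -0.02. With library totals alone it was 0.12 and past the threshold (adjusted p 0.0402). SLC7A11 (ENSG00000151012.13; chromosome 4, 138164097 to 138242349), a subunit of the cystine importer, rose from 50.4 ± 1.53 to 65.5 ± 5.23 CPM in siSLC25A1 (0.38, SE 0.06, adjusted p 2.5e-05) and fell to 37.2 ± 2.14 in siACO1 (-0.44, SE 0.06, adjusted p 1.33e-06); the difference between them had an adjusted p of 7.15e-12. The 3' UTR of SLC7A11 carries 2 AACTAAC heptamers. Its rise in siACLY (0.16, adjusted p 0.0362) was lost without siControl replicate 2 or 3 or siACLY replicate 2 or 3, with log2 fold changes of 0.10 to 0.17, and with DESeq2.

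ACSL4 (ENSG00000068366.21; chromosome X, 109624244 to 109733403), which activates polyunsaturated fatty acids, rose from 55.9 ± 0.604 to 101 ± 2.34 CPM in siACLY (0.85, SE 0.05, adjusted p 2.13e-14), and by less in siSLC25A1 (0.23, adjusted p 0.000748) and siACO1 (0.25, adjusted p 0.000152). The difference between siACLY and siSLC25A1 had an adjusted p of 3.2e-11. TFRC (ENSG00000072274.14; chromosome 3, 196027183 to 196082189), the transferrin receptor, was at 762 ± 15.1 CPM in siControl, higher in siSLC25A1 at 926 ± 15.5 (0.28, SE 0.04, adjusted p 2.21e-06), and lower in siACLY at 656 ± 8.37 (-0.22, adjusted p 3.85e-05) and in siACO1 at 546 ± 19 (-0.48, SE 0.04, adjusted p 3.67e-11). All pairs of knockdowns differed in TFRC, with adjusted p-values of 1.56e-06 or lower. FTH1 (ENSG00000167996.16; chromosome 11, 61959718 to 61967660), the ferritin heavy chain, fell in siACLY (-0.26, SE 0.04, adjusted p 1.3e-06) and did not differ from control in siSLC25A1 (-0.05, adjusted p 0.397) or siACO1 (-0.05, adjusted p 0.29); 62.4% of its exon bases overlap another gene and 27.1% of its 31-base stretches occur elsewhere, so its count is uncertain. AIFM2 (ENSG00000042286.15; chromosome 10, 70098223 to 70132934), a GPX4-independent suppressor of lipid peroxidation, was higher in siACLY (0.18, SE 0.05, adjusted p 0.00392), and the smaller rises of 0.13 in siSLC25A1 (adjusted p 0.0591) and 0.10 in siACO1 (adjusted p 0.101) were not past the threshold. Both were past it with library totals alone (0.14 with adjusted p 0.0452, and 0.15 with adjusted p 0.0131), and the first also in the fit of only the 6 libraries compared (adjusted p 0.0362). Its level did not differ between the knockdowns (adjusted p 0.206 to 0.683).

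**Figure D3:**
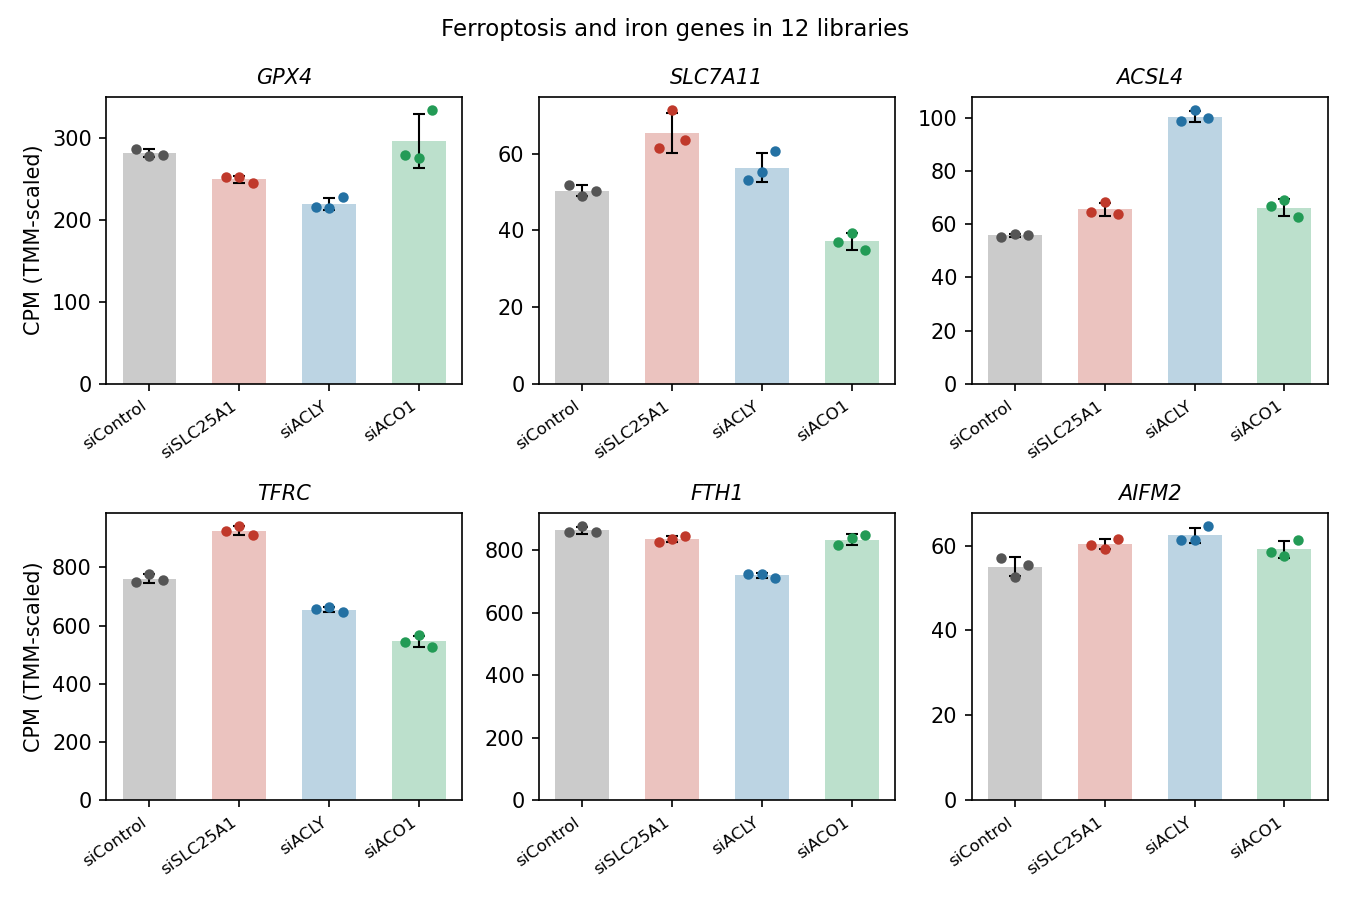
TMM-scaled CPM (y axes, linear from 0) of GPX4, SLC7A11, ACSL4, TFRC, FTH1 and AIFM2 in the 4 siRNA groups (x axes), with a point per library, a bar at the mean and a whisker of 1 SD (n = 3). TFRC was at 926 in siSLC25A1, 656 in siACLY and 546 in siACO1 against 762 in siControl, and siACO1 replicate 3 had 334 for GPX4 beside 279 and 275.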

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

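The counts of called genes stayed within 1.5 times the reported counts under median-of-ratios factors, library totals, DESeq2, both other filters, the fit of only the 6 libraries compared and the replicate block. Those counts ran from 2993 to 3923 for siSLC25A1, 5610 to 6940 for siACLY and 5623 to 6093 for siACO1 against siControl. Across the 6 fits per comparison that each left out 1 library, they ran from 2319 to 2699 for siSLC25A1, 5002 to 5132 for siACLY and 5097 to 6195 for siACO1. Between knockdowns the corresponding ranges were 4658 to 4792, 6040 to 6682 and 6017 to 6870. The smallest share of the calls that was kept was 70.6% for siSLC25A1, 81.2% for siACLY and 82.3% for siACO1, each in a fit without 1 library, and no called gene changed sign under any of these settings. The value of 6195 for siACO1 came from leaving out siACO1 replicate 3 and exceeded the 6008 with all libraries; the cause was not tested.

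A minimum absolute log2 fold change of 1 reduced the counts to 170 for siSLC25A1, 589 for siACLY and 594 for siACO1 against siControl, and to 539, 879 and 848 between the knockdowns, since it keeps only part of the calls by construction. The number of called lists fell with an estimated correlation to 1 in siSLC25A1, 2 in siACLY and 2 in siACO1, where the correlation estimated among members of the cell cycle list was 0.584 to 0.597 against the preset 0.01. For the integrated stress response list it was 0.418 to 0.424. Fry, which asks whether the members changed at all and not whether they changed more than other genes, called 8 lists in siACLY against 5.

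The log2 fold change of SLC25A1 in siACLY was 0.01 with library totals against -0.03, and that of GPX4 in siACO1 was -0.02 without siACO1 replicate 3 against 0.07. Neither was past the threshold under these settings, and across the 6 fits that left out 1 library GPX4 in siACO1 ran from -0.02 to 0.12. In the first case the change of sign follows from the scaling, which moved the median of all genes in siACLY from 0.008 to 0.051. Without a filter, the correlation of the fold changes of siSLC25A1 and siACO1 was 0.445 against 0.189; the cause was not tested. Over all combinations of a named gene and a setting, 39 lost a call and 6 gained one, and over those of a list and a setting 19 lost it and 16 gained one.

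The groups share replicate numbers, so a replicate block was fitted as well. Correlations between the deviations of same-numbered libraries from their group means ran from -0.129 to 0.259 over 18 pairs, and in no comparison was every pair over 0.1, so the numbers were not taken to pair the libraries. A trend that goes with the number was present, however. The rank correlation of a library's deviation from its replicates with GC content was negative for replicate 2 in all 4 groups (-0.253 to -0.02) and positive for replicate 3 in all 4 (0.075 to 0.17), and it had both signs for replicate 1 (-0.122 to 0.147). The values of a group depend on each other, since its deviations sum to 0, and shared handling by number stays open. With the replicate block the counts were 3270, 6038 and 6093 genes against siControl and 5592, 6893 and 6874 between the knockdowns, and 4, 6 and 7 lists were called, against 4, 5 and 7 without it. Under it the fatty acid synthesis list in siACLY was called (adjusted p 0.0454), AIFM2 in siSLC25A1 was past the threshold (adjusted p 0.0476) and MKI67 in siSLC25A1 was not (0.05).

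The depth of 24159424 counts or more limits mainly the genes at low level, such as OAS2, IFIH1 and NOX1. Their standard errors in the comparisons for which they are named, 0.28 to 0.46, compare with 0.04 for TFRC.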

Other observations

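Tests chosen after the values they rest on had been seen were the counts of splits, the heptamer searches in siSLC25A1 and siACLY, the comparisons of AACTAAC with other heptamers and other knockdowns, the comparison of UTR and coding sites in genes not used to choose the heptamer, the tests of scaling, of single libraries and of depth, the S-phase test and the interferon comparisons.

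In each of the 6 comparisons, 1 of the 10 splits of the 6 libraries into 3 and 3 gave as many called genes as the real one, and that was the real split itself. The 9 other splits of each comparison gave 0 called genes, with 269 to 1209 genes at an unadjusted p under 0.05, against 5059 to 7958 in the real splits. These splits mix treated and control libraries, so the differences between the groups add to their spread and lower their counts. With 10 splits the share is never under 0.1, which limits what the number of splits alone can show.

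Genes lower in siACO1 shared short sequences in their 3' UTRs. Among 15917 heptamers, AACTAAC had the lowest z value in siACO1 at -8.64 (836 genes, with expression lower by a log2 coefficient of -0.126), and TCTACGT the next at -7.34 (245 genes, -0.185). The lowest z of any heptamer in 100 permutations of the genes was -5.02, and the permutation p of 0.01 is the smallest that 100 permutations can give. The highest z in siACO1 was 4.20, inside the permuted range. In the single libraries of siACO1 the z of AACTAAC was -9.30, -10.07 and -9.86. UTR length or base composition as the whole explanation is argued against by the regression, which held both, and by the other 104 heptamers with the same bases, the lowest of which was -5.32, for ACTAACA, the AACTAAC site shifted by 1 base. An effect of the shared controls, or of any siRNA, would appear in the other knockdowns, where the z of AACTAAC was 0.77 in siSLC25A1 and 1.32 in siACLY. The length trend of siACO1 replicate 3 is not the source either, since the z without that library was -10.04.

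What stays open is that these heptamers are the seed matches of the siRNAs against ACO1, as guide strands may repress transcripts through pairing of their first bases with a 3' UTR. The heptamers are not shifts of each other, so they would need different strands, and the number of siRNAs per target is not stated in the labels. Each heptamer occurs exactly 1 time in the protein-coding transcripts of ACO1, in the coding sequence, AACTAAC at chromosome 9, 32434690 to 32434696 (CGCTACTTAACTAACAGAGGCCT) and TCTACGT at 32433794 to 32433800 (ATTCCAAATCTACGTATATCAAA) in GENCODE release 29 on GRCh38. However, 34.1% of the tested heptamers occur in transcripts of ACO1. Repression through seeds predicts a stronger effect in the 3' UTR than in the coding sequence. In all genes the one-sided permutation p was 0.00812 for AACTAAC and 0.00237 for TCTACGT, but these genes had also served to choose the heptamers. When the genes were divided at random into a choosing part and a testing part of equal size, over 100 divisions, AACTAAC was chosen in 79. In the testing part the difference between UTR and coding sites of the chosen heptamer had a median of -0.060 (range -0.127 to 0.011) and the p a median of 0.0624, with 43 values under 0.05. The place of the sites is therefore undecided, and any other repression through 3' UTRs would predict the same. Whether more sites go with a stronger effect was not resolved. For AACTAAC, the 92 genes with 2 or more sites averaged -0.119 ± 0.041 (standard error), against -0.105 ± 0.014 for 744 genes with 1 site (one-sided permutation p 0.37). For TCTACGT, 3 genes with 2 or more sites averaged -0.436 ± 0.211, against -0.176 ± 0.029 for 242 genes with 1 site (one-sided permutation p 0.156). The siRNA sequences were not used here, so the match to a guide strand remains a hypothesis.

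If these are seed matches, part of the siACO1 changes may not follow from the loss of ACO1. Of 1051 genes with either heptamer in the 3' UTR, 42.2% were called lower and 11.2% higher in siACO1, against 23% and 20% of 10739 genes without, while the z of AACTAAC in siACLY was 1.32. CLIC4, with 1 of each heptamer, and SLC7A11, with 2 AACTAAC sites (chromosome 4, 138164739 to 138164745 and 138166231 to 138166237), are among the genes for which siRNAs of known sequence, used singly, would help to tell the explanations apart. Of the called falls among genes with a UTR sequence, 443 carried either heptamer and 2475 carried neither.

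The same search gave no heptamer as far from the permuted range for the other siRNAs. In siSLC25A1 the lowest z was -4.58 (CTCTGAT), inside the permuted range that reached -4.84, with 4 of 100 permutations as low. CTCTGAT occurs in the SLC25A1 transcripts, as do 10.7% of the tested heptamers. In the single libraries it had the lowest z in siSLC25A1 replicate 1 (-5.30), and TCTGATA, which overlaps it by all but 1 base, in replicate 3 (-5.57), while the lowest in replicate 2 was GCCGAGG (-4.75). In siACLY the lowest was -5.27 (ACTGCAC, absent from the ACLY transcripts), below the permuted -5.10, but the highest was 5.35, as far on the other side. The next lowest, ATACGAA, was inside the permuted range at -4.81 (274 genes, coefficient -0.116). It occurs in the ACLY transcripts, as do 25.6% of the tested heptamers. In the single libraries the lowest were ATACGAA in siACLY replicate 1 (-5.40), GGTTTTT in replicate 2 (-4.83) and ACTGCAC in replicate 3 (-5.45). Seed effects in these groups cannot be told apart from other sequence trends at this size of effect.

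The integrated stress response list moved in opposite directions, lower in siACO1 and higher in the other knockdowns. With an estimated correlation camera called none of these changes from siControl (adjusted p 0.0725 in siACO1, 0.323 in siSLC25A1 and 0.254 in siACLY). The differences of siSLC25A1 and siACLY from siACO1 were still called (0.0461 and 0.0215). Sites of AACTAAC or TCTACGT in the 3' UTRs of the list do not account for the fall in siACO1. Only 1 of its 24 tested members carried such a site, and the median without that member was -0.42. Matches to other seeds and sites in coding sequences were not tested for the list. Leaving out the genes with a heptamer moved the medians of other called lists in siACO1 further, iron handling from -0.18 to -0.12 (2 of 18 members left out), ferroptosis suppressors from -0.23 to -0.19 (2 of 19), ferroptosis promoters from -0.14 to -0.11 (1 of 18) and cholesterol synthesis from 0.15 to 0.20 (1 of 21), while NRF2 targets (-0.28) and cell cycle (-0.13) kept theirs. Library scaling does not account for the fall of the integrated stress response list either, since the highest median under the other scalings was -0.38. Neither does any single library, since the highest median of the 6 fits that left out 1 library was -0.39. A lower demand for the ATF4 programme in cells without cytosolic aconitase is a candidate explanation, and so is an off-target effect of the ACO1 siRNAs on an upstream regulator. The design does not separate them, since it has 1 group per target and the number of siRNAs in it is not stated.

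Replicate 3 of siACO1 stood apart from its replicates. Its depth of 31.3 M counts lay inside the range of the other libraries, and the rank correlation of its deviation with GC content was 0.075, inside the range of -0.253 to 0.170 of the other 11 libraries, which argues against both. The rank correlation of its deviation with transcript length was -0.462, outside the range of -0.161 to 0.352 of the others, where the highest values of 0.303 and 0.352 belong to its own replicates and partly mirror it. A difference in RNA integrity, fragmentation or size selection may therefore lie behind this library, and it would raise short transcripts such as GPX4 and lower long ones. No sample information on RNA quality was analysed here, and no biological explanation was tested.

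Transcripts of replication-dependent histone genes, a set chosen after the data had been seen, were higher in siACO1 (median log2 fold change 0.97 over 31 tested genes, 16 called higher) and in siACLY (0.56, with 12 of 31 members lower, 10 called higher and 2 called lower), and lower in siSLC25A1 (-0.61, with 6 called lower). With a pseudocount of 0.5 CPM the medians of the single libraries were smaller, at 0.73, 0.55 and 0.45 in siACO1, 0.22, 0.33 and 0.17 in siACLY and -0.24, -0.33 and -0.34 in siSLC25A1. Library totals moved the median of all genes in siACO1 only to 0.055 and in siACLY to 0.051, too little to change these directions. More cells in S phase would raise S-phase genes as well, but their medians over 13 genes were -0.32 in siACO1 and -0.41 in siACLY, with 8 and 9 called lower and 1 called higher in siACO1. The length trend of siACO1 replicate 3 is also excluded as the source, since the median for replicates 1 and 2 alone was 0.52 with this pseudocount, beside 0.45 for replicate 3. Carry-over of RNA without a poly(A) tail stays open, because only 6 of 40 listed RNAs of that kind were tested. Their median was -0.18 in siACO1 and -0.03 in siACLY. A shift towards polyadenylated histone transcripts when proliferation slows is another possible explanation that the counts per gene do not test.

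The interferon response list was higher in siSLC25A1 and siACLY. A response to any siRNA with a cellular target would raise it in siACO1 as well, by as much. It was lower there than in siACLY, with a median difference of 0.61 on the log2 scale and 13 of 20 members higher in siACLY. The adjusted p was 0.00389 by camera and 4.37e-06 by fry, but 0.0637 with an estimated correlation. Camera and fry argue against such a response as the whole explanation for siACLY. The evidence is limited, since 7 members went the other way and the call was lost with an estimated correlation. For siSLC25A1 the median difference was 0.13, with 12 of 20 members higher. The adjusted p was 0.114 by camera, 0.000135 by fry and 0.266 with an estimated correlation. A response to any siRNA cannot be told apart there from an effect of the knockdown, because only fry called the difference and members went both ways. Against siControl, 7 members of the list were called higher in siACO1 and 4 were called lower. IFIH1, named for this list, was among those that fell (log2 fold change -2.10, adjusted p 0.0003), with only 3, 5 and 2 counts in the siACO1 libraries. Sensing of particular siRNA duplexes and an effect of the knockdowns themselves both remain open, since the design has 1 group per target.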
